# Chronic Restraint Stress Upregulates Erythropoiesis through Glucocorticoid Stimulation

**DOI:** 10.1371/journal.pone.0077935

**Published:** 2013-10-18

**Authors:** Jeffrey L. Voorhees, Nicole D. Powell, Leni Moldovan, Xiaokui Mo, Timothy D. Eubank, Clay B. Marsh

## Abstract

In response to elevated glucocorticoid levels, erythroid progenitors rapidly expand to produce large numbers of young erythrocytes. Previous work demonstrates hematopoietic changes in rodents exposed to various physical and psychological stressors, however, the effects of chronic psychological stress on erythropoiesis has not be delineated. We employed laboratory, clinical and genomic analyses of a murine model of chronic restraint stress (RST) to examine the influence of psychological stress on erythropoiesis. Mice exposed to RST demonstrated markers of early erythroid expansion involving the glucocorticoid receptor. In addition, these RST-exposed mice had increased numbers of circulating reticulocytes and increased erythropoiesis in primary and secondary erythroid tissues. Mice also showed increases in erythroid progenitor populations and elevated expression of the erythroid transcription factor KLF1 in these cells. Together this work reports some of the first evidence of psychological stress affecting erythroid homeostasis through glucocorticoid stimulation.

## Introduction

Under homeostatic conditions the body produces erythrocytes at a rate sufficient to compensate for normal red blood cell turnover. However, in response to elevated glucocorticoid levels, erythroid progenitors rapidly expand to produce large numbers of young erythrocytes. This process is subject to the influence of many humoral factors, chief among them are erythropoietin (Epo) and glucocorticoids. Epo and glucocorticoids are both essential for normal erythropoiesis. In normoxia, constitutive expression of Epo facilitates erythropoiesis. However, under hypoxic conditions resulting from limited oxygen availability, blood loss, anemia, or acute chemical exposure, elevated Epo expression maintains erythoid populations by facilitating the rapid proliferation and survival of erythroid progenitor cells [1-4]. Glucocorticoids are necessary for erythropoiesis during fetal development as well as for maintenance of homeostatic red cell expression in adults [3,5-8]. Glucocorticoids enhance the formation of murine erythroid colonies [9] and increase erythroid proliferation under conditions of limited Epo [10,11]. Sustained glucocorticoid exposure stimulates proliferation of erythroid progenitors [12,13] and ligand-bound glucocorticoid receptor (GR) acts cooperatively with the transcription factor KLF1 in bi-potent megakaryocyte-erythroid progenitor (MEP) cells to promote terminal erythroid differentiation [14-17]. Taken together, this suggests that sustained elevations in glucocorticoid levels observed in response to psychological stress may enhance erythroid progenitor proliferation and positively influence erythropoiesis.

Previous work demonstrates hematopoietic changes in rodents exposed to physical and psychosocial stressors [18-24]. However, the majority of reports focus on adrenergic and monoaminergic response and those specifically addressing myelopoiesis, finding diminished CFU-GM populations [19-22,24] without addressing the effects of psychological stress on erythroid development. Here we employed clinical, laboratory and genomic analysis of a murine model of chronic restraint stress (RST) to examine the effects of chronic psychological stress on erythropoiesis.

## Methods

### Mice

Female C57BL/6J mice age 6-8 weeks were purchased from The Jackson Laboratory (Bar Harbor, ME) and housed in an all-female room in groups of five per cage in an AAALAC-accredited facility on a 12-hour (0600/1800h) light/dark cycle with *ad libitum* access to standard rodent chow and water. Female mice were selected due to lower incidences of injurious physical interactions. Mice were allowed to acclimate for 7-10 days before exposure to experimental procedures outlined in a protocol approved by The Ohio State University’s Institutional Animal Care and Use Committee and Office of Responsible Research Practices. Mice were handled minimally and humanely throughout the study and no signs of hypothermia or irregular grooming were noted. Mice were humanely sacrificed by CO_2_ asphyxiation.

### Restraint stress

Following an acclimation period of 7-10 days, each mouse receiving restraint stress was placed in an individual well-ventilated 50mL polystyrene tube at 0900h and returned to its respective cage in a horizontal resting position. At 1500h RST animals were removed from restraint tubes and allowed to freely move until the next restraint exposure. Control animals were denied access to food and water during the RST period (0900-1500h) and were otherwise not disturbed. Following the conclusion of the stress period on Day 28, RST and control animals were permitted access to food and water ad libitum.

### Experiment 1 – Erythropoiesis

To examine the physiological effects of restraint stress on erythropoiesis, individual cages of mice were randomly assigned to control or RST groups. Following the acclimation period, mice designated for RST were subjected to restraint stress for up to 28 days. On the mornings of Day 7, 14, 21, 28, 35, and 42 mice were sacrificed and blood was collected by cardiac puncture for RNA expression analysis as well as quantification of circulating reticulocytes, corticosterone and erythropoietin levels. 

### Experiment 2 – Glucocorticoid receptor antagonism

To consider the role of glucocorticoids, individual cages of animals were randomly assigned to control, RST, RST+RU486 (RU486), or RST+vehicle (vehicle) groups. Following the acclimation period, mice designated for RST were subjected to restraint stress as described. Immediately prior to restraint stress exposure on Days 0-20, each mouse in the RU486 groups received a subcutaneous injection of 0.4mg RU486 (approximately 20mg/kg) in 50µL of 50% ethanol, 50% PBS. Vehicle mice received a corresponding daily injection of 50µL of 50% ethanol, 50% PBS immediately prior to RST on Days 0-20.On the morning of Day 21 mice were sacrificed for blood and tissue collection.

### Blood and tissue collection

Mice were euthanized by CO_2_ asphyxiation and immediately weighed. Upon sacrifice blood was collected by cardiac puncture. Anticoagulated whole blood was collected and immediately delivered in EDTA microtainers (Becton Dickinson, Franklin Lakes, NJ) for reticulocyte quantification using a dual-laser automated hematological cytometer (FORCYTE Autosampler 10 Hemotology Analyzer, Oxford Science, Inc., Oxford, CT; Comparative Pathology and Mouse Phenotyping Shared Resource, College of Veterinary Medicine, The Ohio State University, Columbus, Ohio). Serum was isolated using serum separator tubes (BD, Franklin Lakes, NJ). On Day 7 whole blood was collected into RNAlater® as part of Mouse RiboPure™-Blood RNA Isolation Kit (Invitrogen, Carlsbad, CA) and stored at -80°C until RNA isolation per manufacturer’s instructions. On Day 21 serum was isolated from whole blood and stored at -80°C until analysis. Additionally, spleens, thymuses, and adrenal glands were collected and weighed and bone marrow from femuras well as spleen and liver samples were collected andprepared foranalysis.

### Microarray and functional network analysis

mRNA was extracted from the whole blood of RST (n = 4) and control mice (n = 4) sacrificed on Day 7 using a Mouse RiboPure RNA Isolation Kit (Invitrogen, Carlsbad, CA) according to manufacturer’s instructions. Briefly, blood was centrifuged before removal of RNAlater solution and lysis with a guanidinium-based solution. Total RNA was extracted and purified over solid phase silica columns.RNA yields were determined by Nanodrop (ND-1000 Spectrophotometer, NanoDrop Technologies, Wilmington, DE) and RNA integrity was assessed by capillary electrophoresis using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). 30ng total RNA from samples with RNA integrity scores >8.0 were reverse-transcribed and amplified using the Ovation™RNA Amplification System (NuGEN Technologies, Inc., San Carlos, CA), the cDNA was purified using DNA Clean & Concentrator kit (Zymo Research Corp. Orange, CA), then biotin-labeled and fragmented using the FL-Ovation™cDNA Biotin Module V2 (NuGEN Technologies). At all steps the quantity and quality of the preparations was controlled using NanoDrop (NanoDrop Technologies, Wilmington, DE) and Bioanalyzer. Mouse Genome 430 2.0 AffymetrixGeneChips® (Affymetrix, Santa Clara, CA) capable of analyzing over 39,000 transcripts were loaded with the fragmented, labeled cDNA and hybridized overnight (18 hrs) at 45°C, 60 rpm, in the hybridization oven (Affymetrix). Washing and staining of the array was performed on the Fluidics Station 400 (Affymetrix) using the appropriate fluidics scripts (Protocol EukGE-WS2.v5) and the reagents from GeneChip® Hybridization Wash and Stain Kit (Affymetrix). The arrays were scanned by the GeneChip® Scanner 3000 (Affymetrix). Data acquisition and preliminary analysis were done with the GeneChip® Operating Software (GCOS) v1.4.0.036, also from Affymetrix. The .cel files were then imported into Partek Genomic Suite (Partek Inc., St. Louis, MO), using GSRMA, which was used for the remaining analyses. Using the presence call obtained in GCOS, we kept for further analysis in Partek those genes that demonstrated a P (present) or M (marginal) call in at least two experiments of the quadruplicate, in at least one set of experimental conditions. On these genes we then performed (a) Principal Component Analysis and (b) ANOVA, followed by False Discovery Rate correction and of those, the 2642 genes with a significance level p < 0.05 and a fold-change < -1.5 and >1.5 were further analyzed. 

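Of the 25084 probe sets tested in the blood of 4 RST and 4 control mice, 3337 differed at an unadjusted p under 0.05 with a fold change above 1.5, and 2613 of them (78.3%) were lower in RST mice. None remained after Benjamini-Hochberg adjustment in limma, where the smallest adjusted p was 0.32. Among genes whose RST and control values did not overlap, Slc7a5, an amino acid transporter, had a log2 fold change of 1.38 (standard error 0.29) and Mthfd2, a mitochondrial enzyme of folate metabolism, one of 1.78 (standard error 0.42). Ifi27l2a, an interferon-inducible gene, had a log2 fold change of −1.80 (standard error 0.26) and Ccl3, a chemokine, one of −1.58 (standard error 0.32). These 4 genes were chosen after their values were seen, and none passed the adjusted threshold in limma with its default prior. Groups did not overlap for 2004 probe sets (7.99%), where chance gives 2.86% on average. This share was not compared with that of other splits of the mice. Of the 35 splits of 4 against 4, 5 reached the unadjusted count of 3337, the real split among them.
The test named in the methods, run on the same values, gave 2264 probe sets at an unadjusted p under 0.05 and a fold change above 1.5, and 0 after adjustment. limma with a trended and robust prior called 35 probe sets at an adjusted p under 0.05. The share of lower probe sets depended on the scaling, at 52.9% after quantile normalization and 95.5% after scaling to the control probe sets, and it was 53.5% without RST mouse 4. Without control mouse 1 the unadjusted count was 1731, and without control mouse 2 it was 1751.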

The list of genes meeting these criteria were uploaded with experimental results and corresponding Genbank accession numbers to Ingenuity Pathways Analysis (Ingenuity® Systems, www.ingenuity.com) for functional network analysis. Predictions of influence on individual biological functions or canonical pathways were generated with significance scores [25].

### Analysis of erythrocyte expression

On day 21 bone marrow, spleen, and liver were collected into cold PBS. Tissues were manually disrupted and filtered through 100 µm nylon mesh screens (Fisher Scientific, Pittsburgh, PA) to produce single-cell suspensions. Samples were labeled with fluorochrome-labeled anti-mouse PE-CD71 and FITC-Ter119 (BioLegend, San Diego, CA) for flow cytometry. Cells expressing CD71 and Ter119 were quantified by flow cytometry using an LSRII flow cytometer (BD Biosciences, Franklin Lakes, NJ; Analytical Cytometry Shared Resource, The Ohio State University Comprehensive Cancer Center, Columbus, Ohio). Representative gating, forward and side scatter plots, quantification and flow parameters used in identifying CD71^+^/Ter119^+^ erythrocytes are shown in a supplementary figure (Figure S1).

### Corticosterone quantification

Corticosterone levels were assessed using a corticosterone double antibody ^125^I RIA kit (MP Biomedicals, Costa Mesa, CA) according to manufacturer’s instructions and samples were assessed using a Packard Cobra II Auto Gamma counter (Perkin-Elmer Wellesley, MA). Samples were prepared and assayed according to manufacturer’s instructions using a Quantikine mouse erythropoietin immunoassay kit (R&D Systems, Minneapolis, MN). 

### Erythroid progenitor cell isolation

Bone marrow was collected on day 21 by flushing femurs with RPMI 1640. Single-cell suspensions were prepared by filtering marrow through 100 µm nylon mesh screens (Fisher Scientific, Pittsburgh, PA). Lineage-depleted cells were isolated using a murine-specific MACS Lineage Cell Depletion Kit according to manufacturer’s instructions (Miltenyi, Cologne, Germany). Fluorochrome-labeled anti-mouse antibodies were purchased from BioLegend (San Diego, CA) and lin(-), CD34-, CD16/32low, Sca-1-, c-kit+ megakaryocyte-erythroid progenitor cells [26,27] were isolated by flow cytometry using an Aria III cell sorter (BD Biosceinces, Franklin Lakes, NJ; Analytical Cytometry Shared Resource, The Ohio State University Comprehensive Cancer Center, Columbus, Ohio). Isolated MEP cells were quantified and collected in TriReagent (Sigma, St. Louis, MO) and immediately frozen at -80°.

### Transcription factor analysis

Erythroid progenitor cells isolated from bone marrow were lysed upon collection in TriReagent. Nucleic acid was extracted with chloroform before mRNA purification using an RNeasy Mini Kit (Qiagen, Valencia, CA). Reverse transcription was performed using SuperScript™ II Reverse Transcriptase (Invitrogen, Carlsbad, CA) and comparative quantitation was performed by real-time RT-PCR for each gene using SYBR Green Mastermix with Rox as a reference dye.Standard curves were performed for each transcript and used to determine relative Ct values. cDNA levels were normalized against GAPDH expression in each sample.RT-PCR was performed using ABI 7900 HT system (Applied Biosystems, Carlsbad, CA). Primers are provided in a supplementary table (Figure S2).

### Statistics

Analysis of variance (ANOVA) models were used to analyze the effect of stress, length of stress, and their interaction on the outcomes and assessments were performed separately for stress and post-stress periods. Holm’s method was applied to adjust for multiplicity of the primary outcomes and control the overall family-wise error rate at α = 0.05 [26]. PCR data were subjected to Shapiro-Wilk test using Statistical Analysis Systems (SAS Institute, Inc., Cary, NC) statistical software. Observations greater than interquartile ranges from the first and third quartile were considered outliers and were excluded in the subsequent analysis [27].

## Results

### Functional network analysis predicts disruption of normal hematopoiesis in response to RST

 Microarray analyses were conducted as part of characterization of the biological responses to restraint stress. RNA expression profiles of RST and control mice were compared and microarray analyses were conducted using over 45,000 probe sets representing over 34,000 genes and microarray data were uploaded to Gene Expression Omnibus (GSE47725). 

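Whole blood was collected on Day 7 from 4 female mice that had been restrained for 6 h per day and from 4 control mice that were kept without food and water during the same hours. RNA of each mouse (30 ng, amplified and biotin-labeled) was hybridized to its own Affymetrix GeneChip, a 1-color array on which each probe set reports the level of a transcript. The deposited values are log2 expression levels per probe set, already background-corrected, normalized and summarized by the authors (RMA in the submitters' processing notes, GSRMA in the methods). The platform annotation used here gives a single gene for 34958 probe sets and several genes for 932, which were not used for any named gene. The 4 mice of a group are separate animals. Correlations between arrays ran from 0.92 to 0.98 within a group and from 0.91 to 0.97 between groups.
The distributions of the arrays were not identical. The 75th percentile of the log2 values was 5.37, 5.36, 5.13 and 5.14 in the control mice and 5.06, 5.19, 5.11 and 4.50 in RST mice 1 to 4, in that order of mouse number. The median log2 fold change (RST minus control) over the tested probe sets was −0.20. Over genes, each at its brightest probe set, it was −0.24, and changes of gene lists are given relative to this median gene. RST mouse 4 had the lowest value of the 8 mice in 41.5% of the tested probe sets. The median over probe sets was −0.010 with no intensity filter and −0.098 without RST mouse 4. It was −0.017 after quantile normalization and −0.44 after scaling to the control probe sets. That scaling changed each log2 fold change by the same amount (−0.24), so it turned small values above 0 to below 0 and left the shift of each list relative to the median gene as it was. Control transcripts added before hybridization (18 probe sets) had a mean log2 level of 11.90 in control mouse 2, 11.93 in control mouse 1 and 12.35 in RST mouse 2, against 12.60 to 12.74 in the other 5 mice. Probe sets were tested when they exceeded the median of their array in at least 2 of the 4 mice of a group, which kept 25084 probe sets. This replaces the presence calls of the methods, which are not part of the values used here. RST and control mice were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method. For gene lists and named genes, each of 11762 genes was represented by its brightest probe set. The number of arrays limits the precision. In simulated data with the spread of these arrays, drawn independently for each probe set, limma recovered 54.0% of 50 genes changed 4-fold and 6.0% of 50 genes changed 2-fold.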

Hierarchical clustering of genes that displayed significant changes in expression shows clear differences between RST and control mice (Figure **1A**). 

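Each gene list was scored by its mean level relative to the median gene of the array. In the blood arrays, the scores of 9 of 30 gene lists did not overlap between RST and control mice, while the expression profile as a whole did not part the groups. The score of 20 reticulocyte maturation genes (Fbxo7, Selenbp1 and others) was higher in each of the 4 RST mice than in any control mouse. That of 19 B cell genes (Ly6d, Fcrla and others) was lower in each (exact permutation test, two-sided, p = 0.029 for both, the smallest p that 4 mice against 4 allow, or 0.095 when adjusted over the 30 lists). The same held for the lists of heme synthesis, erythroid membrane, KLF1 target and platelet genes, which were higher, and for those of T cell, MHC class II and housekeeping genes, which were lower. The median of the housekeeping list lay only −0.031 from the median gene, and the list did not pass limma's camera (adjusted p = 0.37). Over all 25084 tested probe sets, average-linkage clustering on Euclidean distances of standardized expression set RST mouse 4 apart from the other 7 mice. The mean silhouette width of the RST and control groups was 0.07, and 6 of the 35 possible splits of 4 against 4 gave one as large (exact permutation test, one-sided, p = 0.17). Clustering on the 3337 probe sets selected at an unadjusted p under 0.05 put the 4 RST mice in one cluster and the 4 control mice in the other, with a silhouette width of 0.37. These probe sets were selected by the same groups, so their separation is not independent evidence. No probe set passed the adjusted threshold in limma with its default prior. The 35 probe sets called with a trended and robust prior, also selected by the groups, put the RST and control mice in separate clusters with a silhouette width of 0.64.
The first principal component held 45.8% of the variance and the second 14.3%. On the first component control mice 1 and 2 and RST mouse 2, the mice with the lowest hybridization controls, lay at −78.8, −75.9 and −41.2, and RST mouse 4 lay at 101.6. On the second component RST mice 1, 2 and 3 lay between 27.4 and 51.6, above the control mice at −31.4 to 0.37, and RST mouse 4 lay at −33.5.

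**Figure D1:**
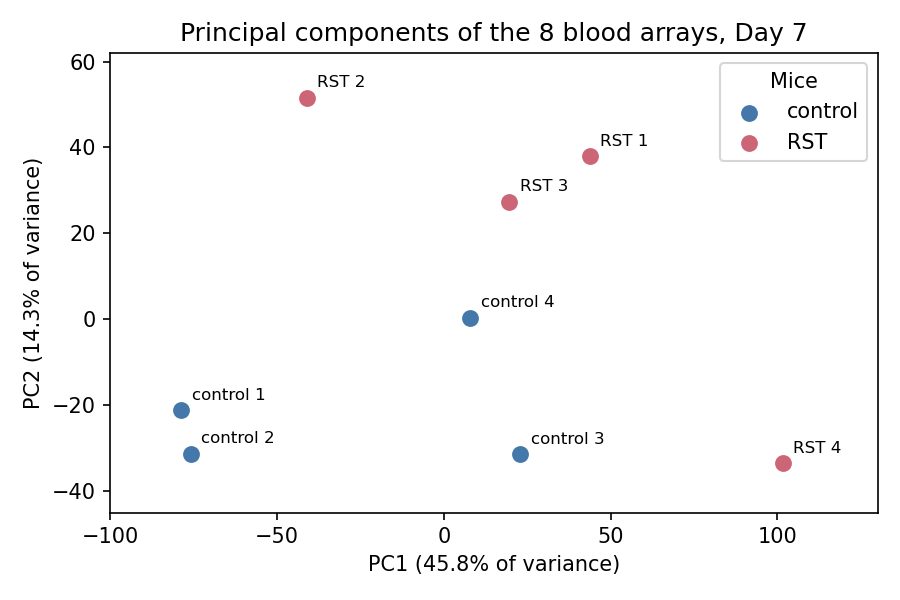
First and second principal components of the log2 expression of 25084 probe sets in blood, 1 point per mouse (4 control and 4 RST), with the percent of variance on each axis. RST mice 1 to 3 sit above the control mice on the second component, and RST mouse 4 sits below them at −33.5.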

Predictions of influence on individual biological functions or canonical pathways were generated with significance scores. 

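Genes of red blood cells were higher and genes of lymphocytes were lower in the blood of RST mice, relative to the median gene. Of 20 measured genes of reticulocyte maturation, the last stage before the mature erythrocyte, 19 had a higher mean in RST mice, and the median of the list lay 0.94 log2 units above the median gene (adjusted p = 2.8e-15 from limma's camera with its preset correlation). The adjusted p = 0.55 with an estimated correlation did not pass. That correlation was 0.60 in this list, against the preset 0.01. Splits with 2 control and 2 RST mice in each group also put up to 9 lists past the preset threshold. Fbxo7, a ubiquitin ligase subunit, had a mean log2 level of 9.36 in RST and 8.16 in control mice (standard error of the difference 0.29), and Selenbp1 had a log2 fold change of 1.29 (standard error 0.32). The list of 15 erythroid membrane and cytoskeleton genes lay 1.03 above the median gene (adjusted p = 1.3e-11; adjusted p = 0.55 with an estimated correlation), with Epb42, which encodes protein 4.2, at 1.36 (standard error 0.36) and Ank1, which encodes erythrocyte ankyrin, at 1.33 (standard error 0.33). No single member of any list passed an adjusted p under 0.05 over all tested probe sets in limma with its default prior. Adjusted over the list alone, 9 reticulocyte genes and 6 membrane genes were higher and none was lower.
The 16 measured target genes of KLF1 were shifted by 0.61 (adjusted p = 8.0e-06; adjusted p = 0.55 with an estimated correlation), with 3 higher when adjusted over the list alone, among them E2f2, a cell cycle transcription factor, with a log2 fold change of 1.01. This list shares 7 genes with the membrane list, 4 with the heme list and 2, E2f2 among them, with the list of erythroid regulators. Heme synthesis and iron handling genes were shifted by 0.44 (20 genes, adjusted p = 0.0011, and adjusted p = 0.59 with an estimated correlation). Hebp1, a heme-binding protein, had a log2 fold change of 1.14 and Fam210b, a mitochondrial protein of erythroid cells, one of 0.79. Erythroid regulators were shifted by 0.60 (15 genes, adjusted p = 0.0072, and adjusted p = 0.65 with an estimated correlation), and 9 members had a higher and 6 a lower mean in RST mice. E2f2 and Foxo3 (0.56) had the smallest p, and Bcl11a (−0.65) and Ldb1 (−0.56) were among the lower members. The list score of these regulators overlapped between the groups (exact permutation test, two-sided, p = 0.086). The 4 measured globin chains, of 11 listed, were shifted by 0.49 (adjusted p = 0.043, and adjusted p = 0.59 with an estimated correlation), with Hba-a2 at 0.41 and Hbb-b2 at 0.22. The remaining members, Hbb-y (0.26) and Hbb-bh1 (0.17), had mean levels of 6.38 and 5.53 in RST mice, against 11.38 for Hba-a2. Hbb-b2 was at 0.12 without RST mouse 3 and at −0.015 with the common offset of the control probe scaling. Platelet genes were shifted by 0.43 (23 genes, adjusted p = 3.8e-04, and adjusted p = 0.65 with an estimated correlation), Vwf at 0.39 and Mmrn1 at 0.33. Adjusted over the list alone, 1 erythroid regulator (E2f2) and no heme, globin or platelet gene passed.
All 19 measured B cell genes had a lower mean in RST mice, the list lay at −0.82 relative to the median gene (adjusted p = 2.4e-10; adjusted p = 0.55 with an estimated correlation), and 18 were lower when adjusted over the list alone. Ly6d had a log2 fold change of −1.30 (standard error 0.29) and Fcrla, a B cell Fc receptor-like protein, one of −1.39 (standard error 0.34). MHC class II genes lay at −0.74 (adjusted p = 2.9e-05; adjusted p = 0.56 with an estimated correlation), with 8 of 9 lower when adjusted over the list alone, H2-Ab1 at −1.13 and H2-DMb2 at −0.96. T cell genes lay at −0.44 (adjusted p = 3.7e-05; adjusted p = 0.59 with an estimated correlation), with 5 of 23 lower when adjusted over the list alone, including Cd3d (−0.99) and Cd8b1 (−1.03), which encode parts of the T cell receptor complex and of CD8. NK cell genes lay at −0.43 (adjusted p = 0.0048, and adjusted p = 0.65 with an estimated correlation), with Gzma at −0.94 and Klrd1 at −0.92. Eosinophil and basophil genes lay at −0.33 (adjusted p = 0.029, and adjusted p = 0.55 with an estimated correlation), with Prg2 at −2.80 and Siglecf at −0.77. Proteasome subunits lay at −0.27, with Psmb6 at −0.89 and Psmd12 at −0.93, and ribosomal proteins at −0.13, with Rps18 at −0.71 and Rpl22 at a mean log2 level of 10.60 in RST and 11.60 in control mice (adjusted p = 0.0048 for both lists, and adjusted p = 0.84 with an estimated correlation for both). No member of these 4 lists passed when adjusted over the list alone. Neutrophil genes (0.00036 relative to the median gene, adjusted p = 0.73), monocyte genes (−0.20, adjusted p = 0.13) and interferon-stimulated genes (−0.37, adjusted p = 0.19) did not pass. Of the monocyte list, Ms4a6c (−1.18) and Ctss (−0.81) had the smallest p, and of the interferon list Xaf1 (−1.07) and Bst2 (−0.83). With the hybridization controls as a covariate the neutrophil list lay at 0.34 and passed (adjusted p = 0.041). The monocyte list passed with no filter (adjusted p = 0.011) or without control mouse 4 (0.040), and its shift ran from −0.078 without RST mouse 1 to −0.32 without RST mouse 2. The interferon list passed with no filter (0.023) or without control mouse 2 (0.026), and its shift was −0.21 without RST mouse 4.
With fry, which asks whether the genes of a list move and compares them with no other genes, none of the 30 lists passed for a change in one direction (smallest adjusted p 0.064), and 7 passed for a change in either direction. The call of the globin list was lost on leaving out control mouse 1, control mouse 2, RST mouse 1, RST mouse 2 or RST mouse 3 (adjusted p = 0.053 to 0.15), that of the eosinophil and basophil list on leaving out control mouse 1, control mouse 4, RST mouse 2 or RST mouse 3 (0.055 to 0.14), that of the ribosomal list without RST mouse 2 (0.067) or RST mouse 3 (0.055) and with the stricter filter (0.065, shift −0.00069), and that of the erythroid regulators without RST mouse 2 (0.062) or with no filter (0.080). The shift of the globin list was 0.30 without control mouse 2 and 0.37 without control mouse 1. It was 0.47, 0.58 and 0.47 without RST mice 1, 2 and 3. The eosinophil and basophil list lay at −0.16 without RST mouse 2, −0.28 without control mouse 4, and −0.34 without control mouse 1 or RST mouse 3. The ribosomal list lay at −0.080 without control mouse 2, −0.067 without RST mouse 2, −0.026 without RST mouse 3 and −0.28 without RST mouse 4. Without control mice 1 and 2 the reticulocyte list lay at 0.55, the erythroid regulators at 0.36, the B cell list at −0.48 and the MHC class II list at −0.42, all past the threshold. In that setting the globin list lay at 0.12 (adjusted p = 0.58), the proteasome list at −0.083 (0.20) and the ribosomal list at −0.028 (0.11), and their calls were lost. With the hybridization controls as a covariate the calls of the globin list (0.15, adjusted p = 0.37) and the proteasome list (−0.097, adjusted p = 0.11) were lost, the ribosomal list lay at −0.055 and the NK cell list at −0.23. With no filter the heme list lay at 0.23, the platelet list at 0.22, the proteasome list at −0.47 and the ribosomal list at −0.31. In the same setting the erythroid regulators lay at 0.34, the globin list at 0.28 and the eosinophil and basophil list at −0.53. After quantile normalization the heme list lay at 0.27, the platelet list at 0.23 and the ribosomal list at −0.32. Array weights put the ribosomal list at −0.27.

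**Figure D2:**
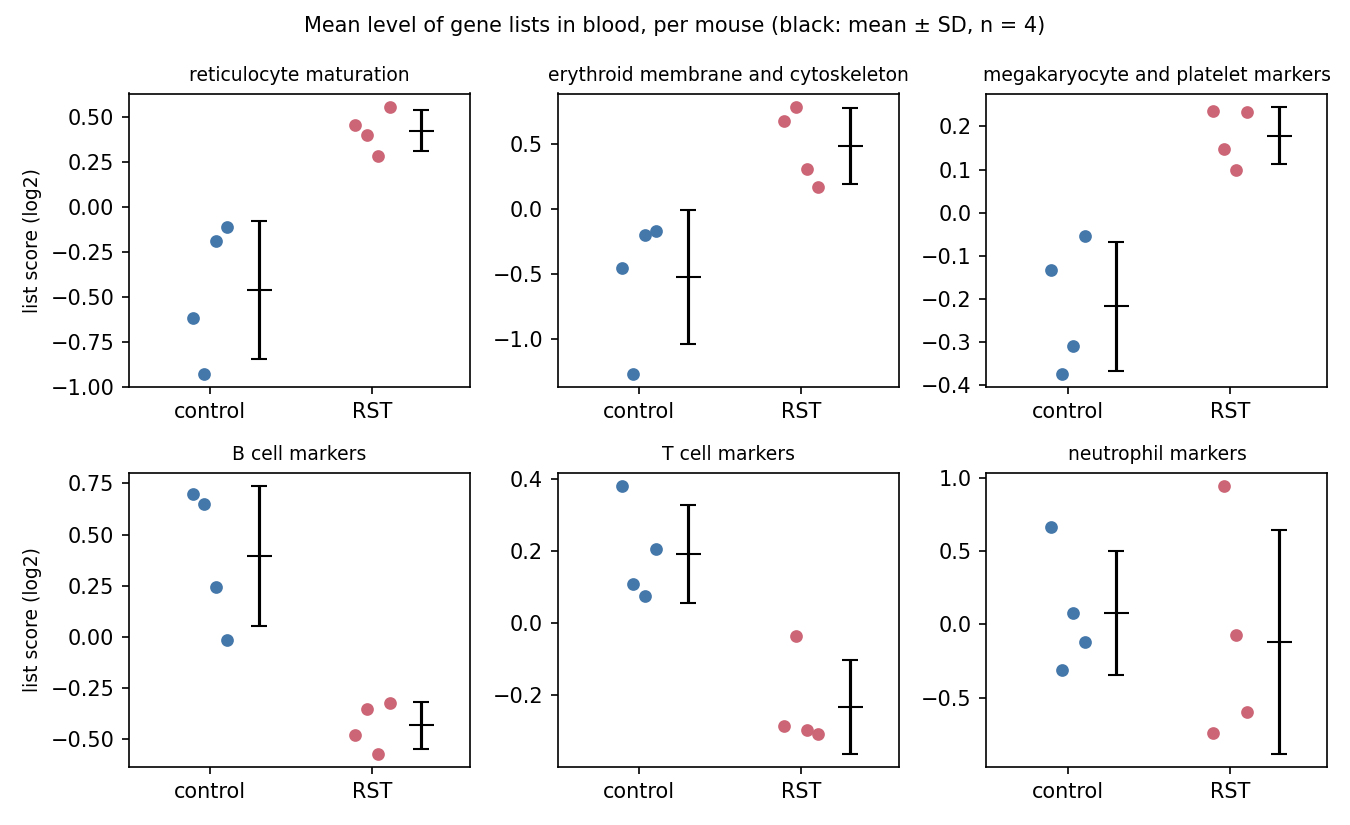
Mean log2 level of 6 gene lists in blood, relative to each gene's mean and to the median gene of the array, for 4 control and 4 RST mice (1 point per mouse, black bars mean ± SD). The reticulocyte score was −0.46 ± 0.38 in control and 0.42 ± 0.11 in RST mice, the B cell score 0.39 ± 0.34 and −0.43 ± 0.11, and the neutrophil scores overlapped.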

Functional network analyses suggest significant disruption of hematopoiesis and hematological function in response to RST (Figure **1B**). The microarray revealed a 2.53-fold upregulation in the pre-erythroid transcription factor KLF1 in response to RST and pathway mapping indicated that that this change in expression could be affected through the glucocorticoid receptor (NR3C1) (Figure **1C**).

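KLF1, an erythroid transcription factor, was measured by 1 probe set. Its log2 level was 5.11 ± 1.27 (SD, n = 4) in RST mice and 4.26 ± 0.72 (SD, n = 4) in control mice, a log2 fold change of 0.85 (standard error 0.57), or 1.80-fold. The groups overlapped and the difference did not exceed the spread between mice (adjusted p = 0.50 from limma; exact permutation test, two-sided, p = 0.29). RST mice 1, 2 and 3 had levels of 5.71, 6.43 and 4.81, and RST mouse 4 had 3.47, near the lowest control mouse at 3.39. Without RST mouse 4 the log2 fold change was 1.39 (2.62-fold, adjusted p = 0.35) and without RST mouse 2 it was 0.41 (1.32-fold, adjusted p = 0.68). GATA1, which acts with KLF1 on erythroid genes, was at 7.49 ± 0.65 in RST and 6.83 ± 0.34 in control mice (log2 fold change 0.66, standard error 0.35, adjusted p = 0.40; exact permutation test, two-sided, p = 0.11).
The glucocorticoid receptor gene Nr3c1 was measured by 6 probe sets. Its brightest probe set was at 6.94 ± 0.64 (SD, n = 4) in RST and 7.56 ± 0.41 (SD, n = 4) in control mice, a log2 fold change of −0.62 (standard error 0.35, adjusted p = 0.44 from limma; exact permutation test, two-sided, p = 0.14). Without RST mouse 4 it was −0.36. Of the 6 probe sets, 5 had a lower mean in RST mice and 1 a higher one, from −0.66 to 0.37. Of 26 measured target genes of the glucocorticoid receptor, 9 had a higher and 17 a lower mean in RST mice, and their median was −0.21 against −0.24 for the median gene, or 0.031 relative to it, which turned to −0.029 after quantile normalization (adjusted p = 0.73 from camera). The 2 targets with the smallest p were Il7r, the interleukin 7 receptor, at −0.70 (standard error 0.24) and Mt2, a metallothionein, at 0.83 (standard error 0.32), and neither passed when adjusted over the list alone. From pathway mapping, the paper proposes that the change in KLF1 could be affected through the glucocorticoid receptor. By RT-PCR in MEP cells of the bone marrow, at a later day, the paper also reports higher KLF1 with RST. RU486, an antagonist of this receptor, brought it back to the control level there. The blood arrays hold no RU486 group, so this was not tested here.

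**Figure D3:**
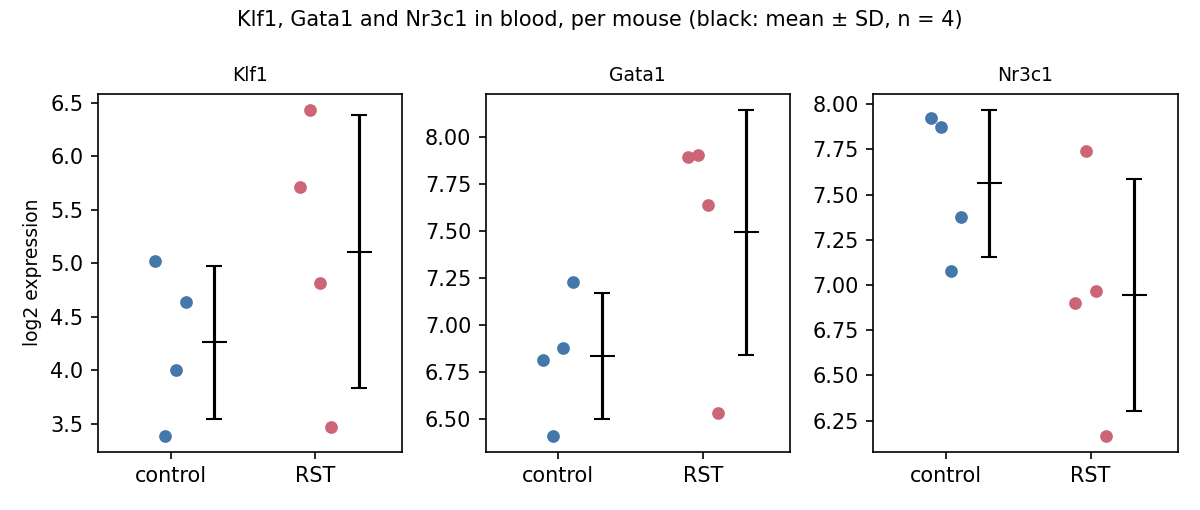
Log2 expression of Klf1, Gata1 and Nr3c1 in the blood of 4 control and 4 RST mice (1 point per mouse, black bars mean ± SD). RST mouse 4 has the lowest Klf1 level of the RST mice, 3.47.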

**Figure 1:**
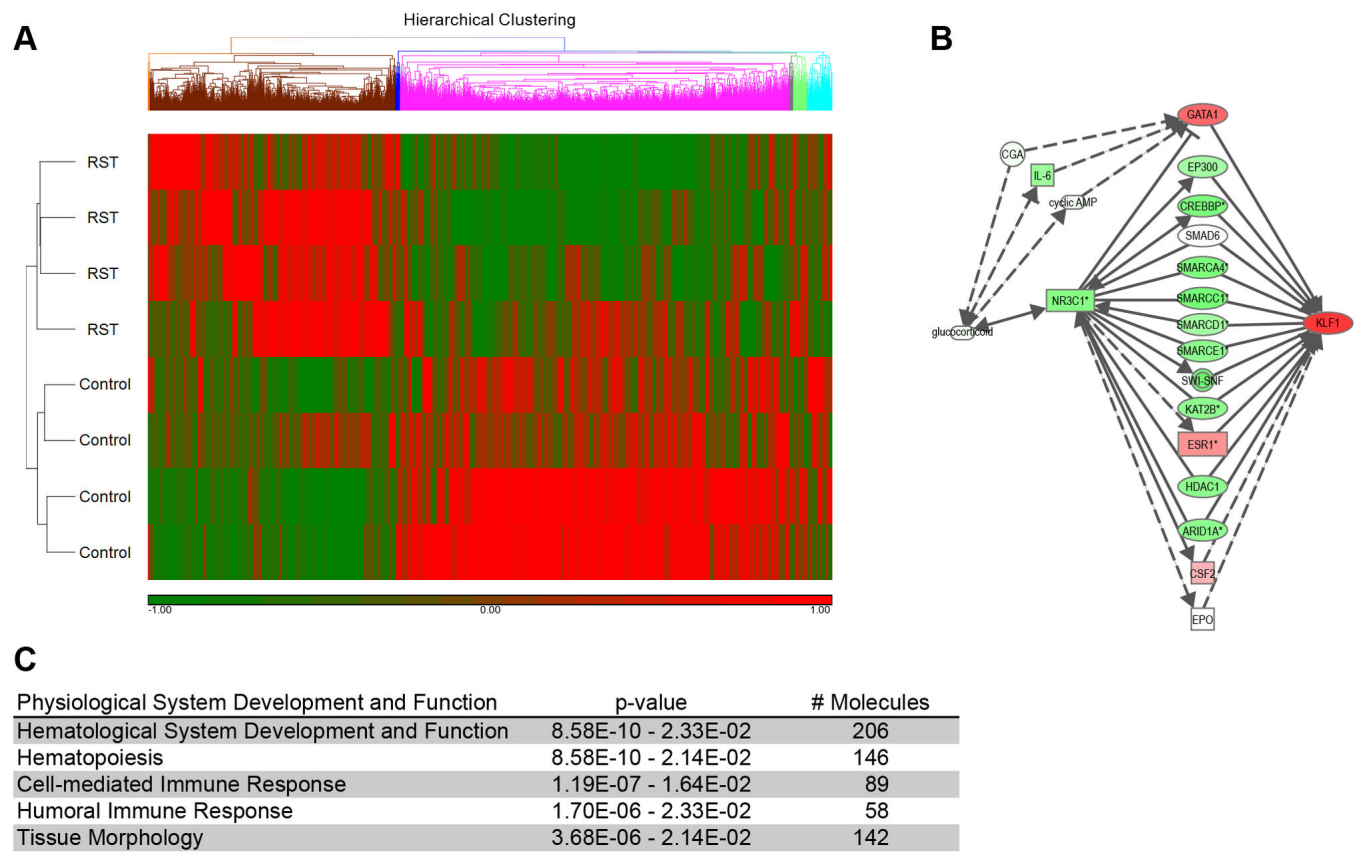
Microarray analysis predicts disrupted hematopoiesis in response to RST. Following seven days of RST, mice were sacrificed and total mRNA was extracted from the whole blood using and purified over solid phase silica columns. mRNA with integrity scores >8.0 was reverse-transcribed and run on Mouse Genome 430 2.0 Affymetrix GeneChips® (control, n = 4 and RST, n = 4). Following internal corrections, genes with significance levels of p < 0.05 and greater than 1.5-fold change were uploaded with corresponding Genbank accession numbers to Ingenuity Pathways Analysis functional network analysis. (**A**) Hierarchical clustering was performed on genes demonstrating statistically significant changes, using Partek Genomic Suite, the Euclidean algorithm with average linkage, and standardized gene expression. (**B**) Ingenuity Pathways Analysis suggest significant disruption of hematopoiesis and hematological function in response to RST. (**C**) Pathway mapping indicates elevated expression of the pro-erythroid transcription factor KLF1 in response to RST and that this change could be affected through the glucocorticoid receptor (NR3C1) In (**A**) and (**C**), green represents down-regulation and red up-regulation of respective gene expression.

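Of the 18 genes drawn in the network of Figure 1, 17 were measured here by a probe set with a single gene name, 15 of them colored. The study chose these genes on the same samples, so their direction is not independent evidence. All 4 genes drawn in red (Klf1, Gata1, Esr1 and Csf2) had a higher mean in RST mice and 10 of the 11 drawn in green had a lower mean, and none passed an adjusted p under 0.05 in limma. After quantile normalization the sign went with the color in 12 of the 15, and in 11 both with the hybridization controls as a covariate and without control mice 1 and 2. Hdac1, a histone deacetylase, had the lowest value, at 5.98 ± 0.82 (SD, n = 4) in RST and 6.93 ± 0.25 (SD, n = 4) in control mice (log2 fold change −0.95, standard error 0.38, adjusted p = 0.34; exact permutation test, two-sided, p = 0.029). Subunits of the SWI/SNF chromatin remodeling complex had log2 fold changes of −0.72 (Arid1a, standard error 0.38), −0.62 (Smarca4, standard error 0.43), −0.42 (Smarcc1, standard error 0.37), −0.14 (Smarcd1, standard error 0.29) and −0.080 (Smarce1, standard error 0.26). Without RST mouse 4 Hdac1 was at −0.55 and Smarcc1 at −0.090, and without control mouse 1 Smarca4 was at −0.30. Smarca4 turned to 0.029 with the hybridization controls as a covariate and to 0.063 without control mice 1 and 2. Against the median probe set at −0.20, the brightest probe sets of Smarcd1 and Smarce1 were not lower, while another probe set of Smarce1 was at −0.54, and the brightest one of Smarce1 turned to 0.086 after quantile normalization.
Over all 18 measured SWI/SNF subunits, listed without regard to the figure, 16 had a lower mean and the list lay at −0.21 relative to the median gene (adjusted p = 0.19 from camera). It passed with no filter (−0.41, adjusted p = 0.014), turned to 0.12 with the hybridization controls as a covariate and to 0.066 without control mice 1 and 2, and was −0.090 without RST mouse 4. Brd9 (−0.90) and Smarcd2 (−0.77) had the smallest p, and none passed when adjusted over the list alone. The acetyltransferase genes Ep300 and Kat2b were at −0.56 (standard error 0.38) and −0.21 (standard error 0.39), and without RST mouse 4 they were at −0.25 and 0.16. Kat2b turned to 0.12 after quantile normalization, and 2 of its 3 probe sets had a higher mean in RST mice (0.037 and 0.52). Crebbp, drawn in green, had 4 probe sets that disagreed, from −0.76 to 0.45, with the brightest at 0.27 (standard error 0.24). Esr1, the estrogen receptor gene, was at 0.46 (standard error 0.30), and at 0.22 without control mouse 1, with 1 of its 3 probe sets lower (−0.34). Csf2 (0.12), Il6 (−0.59), Smad6 (0.11) and Cga (0.013) lay below the intensity filter, and the common offset of the control probe scaling put Csf2, Smad6 and Cga below 0. Il6 ran from −0.90 to −0.29, Csf2 from 0.024 to 0.26 and Smad6 from 0.019 to 0.17 on leaving out single arrays. Epo was not analysed here.

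**Figure D4:**
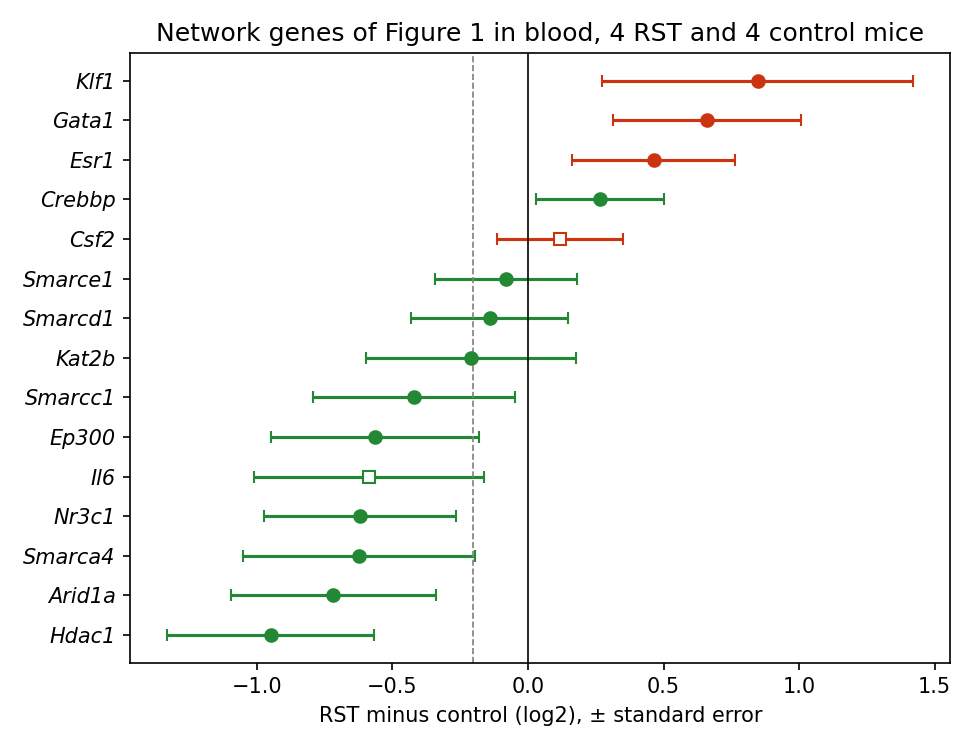
Log2 fold change (RST minus control) with standard error for the 15 colored network genes of Figure 1 in blood, 4 mice per group. Point colors follow the study's figure (red higher, green lower), open squares lie below the intensity filter, and the dashed line marks the median of all tested probe sets at −0.20; before any rescaling, Crebbp is the gene drawn in green with a value above 0.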

### RST increases circulating reticulocytes

To examine the effects of restraint stress on erythropoiesis, circulating levels of reticulocytes were examined during periods of chronic restraint stress as well as in the weeks following stress cessation. Circulating reticulocyte levels were elevated during the restraint period (Day 1-28) and returned to control levels in the post-stress period (**Day 29-42;** Figure **2**).

**Figure 2:**
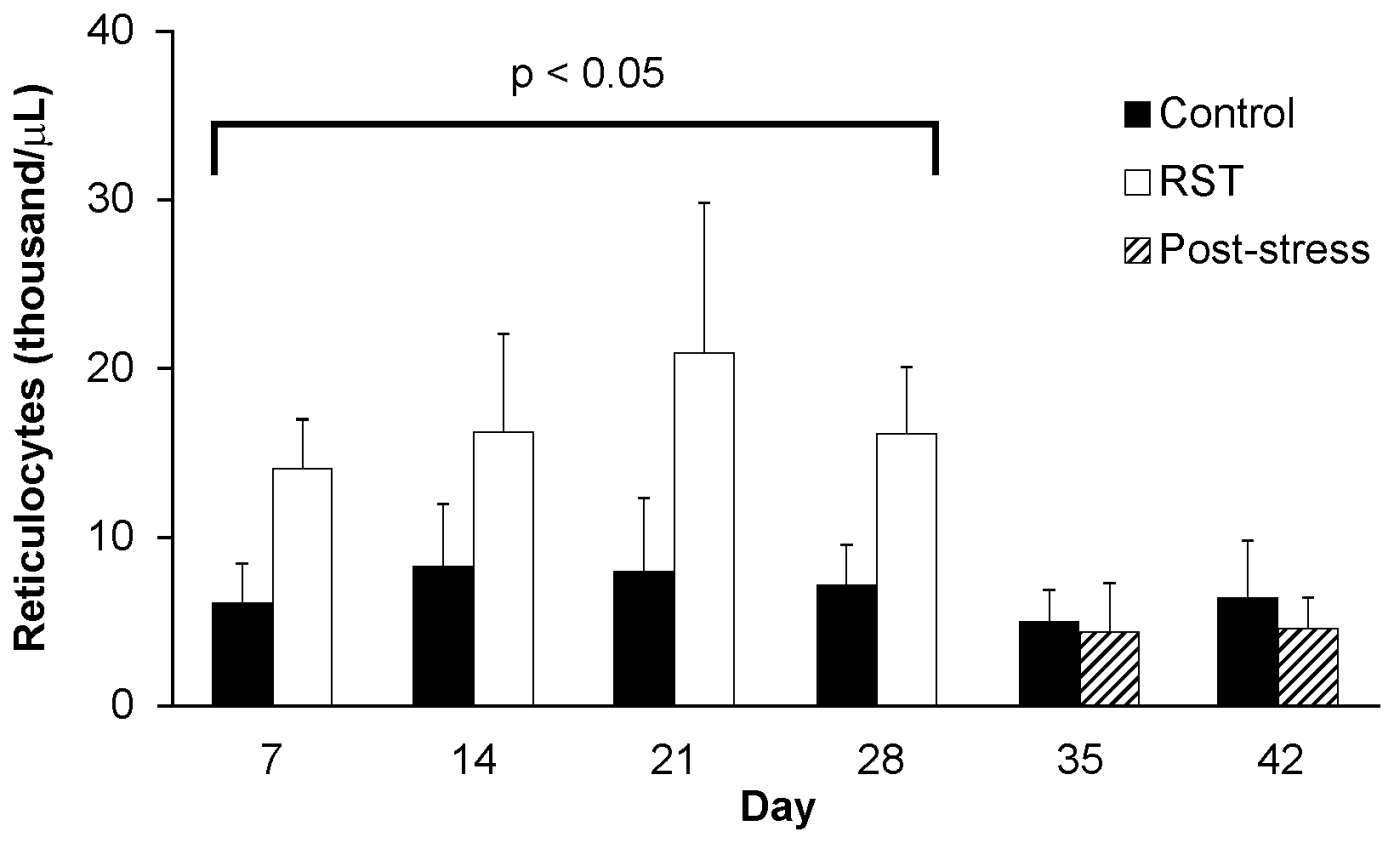
RST increases circulating reticulocytes. A cohort of wildtype female C57Bl/6 mice were left unstressed (Control) or subjected to 6 hrs of restraint stress (RST) for 28 days followed by humane sacrifice and tissue collection. Another cohort of mice was allowed to recover for an additional 14 days without RST (Post-stress) prior to sacrifice and tissue collection. Whole blood was collected via retro-orbital bleeds and circulating reticulocytes quantified during (days 0-28) and following the stress period (days 29-42) using a clinical flow hemocytometer. Data were collected without repeated sampling of individuals. Mice subjected to RST presented significantly higher numbers of reticulocytes compared to unstressed control mice. For each data point n = 9-15 individuals. Data shown is mean +SEM. *, p < .05 by ANOVA vs. unstressed control mice.

### RST increases erythropoiesis in primary and secondary hematopoietic organs

In considering the source of elevated erythrocyte expression, we examined the presence of early terminal differentiated erythrocytes in primary and extramedullary hematopoietic tissues [28]. Elevated numbers of CD71+/Ter119+ erythroblasts were observed in bone marrow, spleen, and liver by day 21 (Figure **3**). These data show increased immature erythrocytes [29-31] and were consistent with observed increases in circulating young erythrocytes.

**Figure 3:**
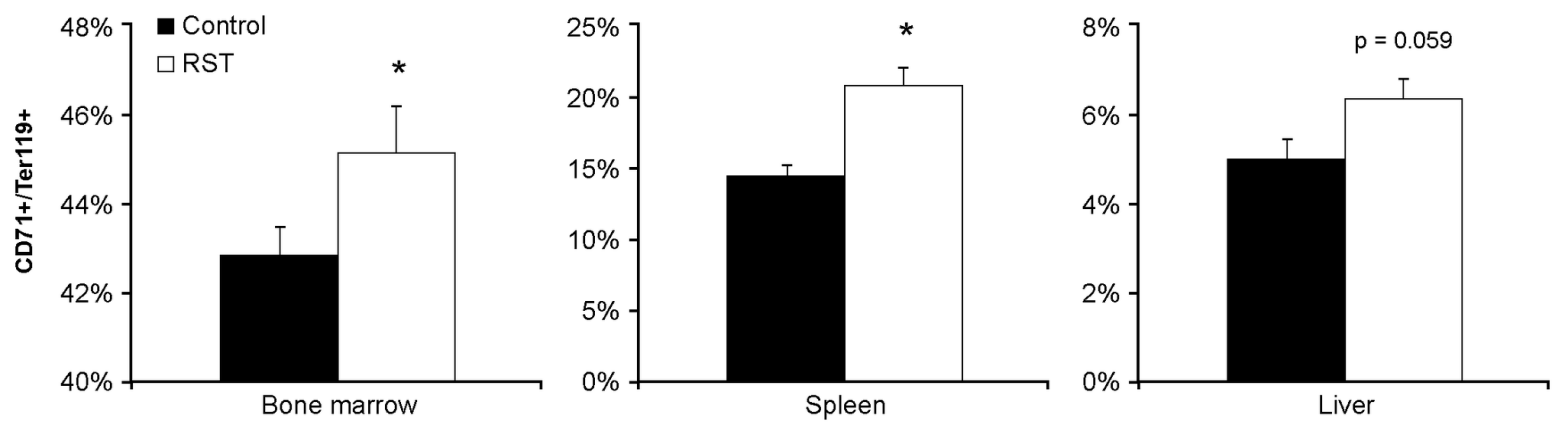
RST elevates erythropoiesis in primary and secondary tissues. From the same experiment in Figure 2, tissue was collected from control mice or mice exposed to RST after 21 days. Cells from bone marrow and homogenized spleens and livers were immunostained with fluorochrome-conjugated antibodies for erythrocyte differentiation (CD71 and Ter119) and quantified by flow cytometry as a percentage of lineage negative cells in primary (Bone marrow) and secondary (Spleen) and (Liver) hematopoietic tissues. RST increased CD71+/Ter119+ cell populations from these tissues compared to tissue from unstressed mice. Data were collected without repeated sampling of individuals. For each data point, n = 5. Data shown is mean +SEM. *, p < 0.05 by Student T-test vs. unstressed control mice in same tissue.

### RST elevates stress responses

Elevated and sustained stress responses have been described over periods of 28 days using a similar restraint stress protocol [32]. As measures of sustained elevations in stress response we examined circulating corticosterone levels, bodyweight, and spleen, thymus, and adrenal mass. At day 21, mice exposed to RST had elevated baseline corticosterone levels, diminished body weight, diminished spleen mass, decreased thymic mass, and increased adrenal mass (Figure **4**). RU486- and vehicle-treated RST mice had similar sustained elevations in stress markers, though did not have reduced spleen mass. 

**Figure 4:**
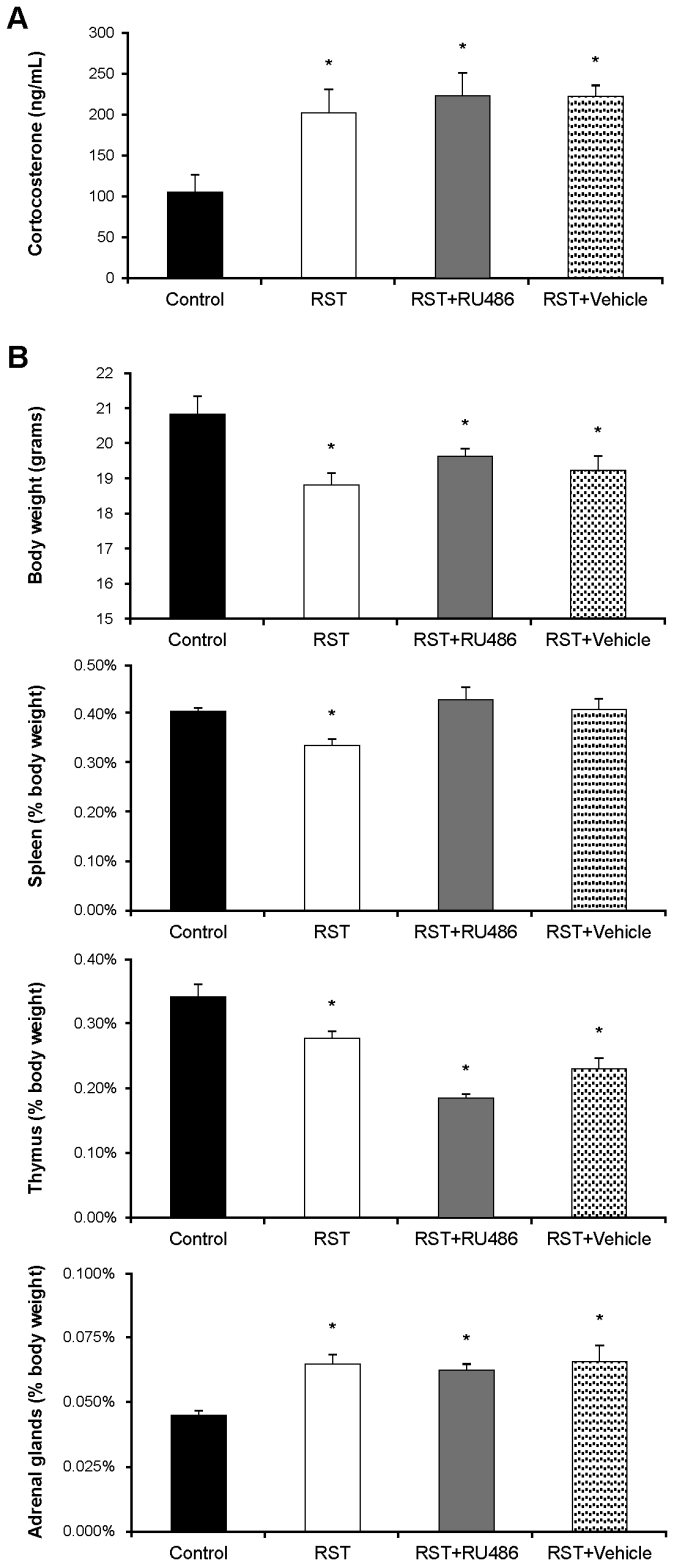
The glucocorticoid receptor antagonist RU486 does not prevent biological stress response. A) Wildtype female C57Bl/6 mice were left unstressed (Control), subjected to 6 hrs of restrain stress (RST), subjected to RST and treated daily with 0.4 mg/day RU486 in 50 µL of 50% ethanol/50% PBS (RST + RU486), or subjected to RST and treated daily with 50 µL of 50% ethanol/50% PBS (RST + Vehicle). RU486 and vehicle treatments were given by subcutaneous injection at 0900h immediately before RST exposure. After 21 days, the mice were sacrificed and whole blood collected via atrial puncture. Serum corticosterone levels were determined using a ^125^I double antibody radioimmunoassay. Serum corticosterone was significantly elevated in all conditions compared to unstressed control mice. For each data point n = 5-8 individuals. Data shown is mean +SEM. *, p < .05 by ANOVA. B) After whole blood collection, total mouse body weight was recorded. Spleen, thymus, and adrenal glands were subsequently collected, weighed, and standardized as a percent of total body weight. Mice subjected to RST, with or without RU486 or vehicle treatment, weighed significantly less than unstressed control mice. The spleens and thymuses from the mice subjected to RST, with or without RU486 or vehicle treatment, were significantly lighter than control mice. In contrast, adrenal glands from mice subjected to RST were significantly heavier than control mice and RU486 or vehicle treatment had no effect. For each data point n = 5-8 individuals. Data shown is mean +SEM. *, p < .05 by ANOVA.

### Glucocorticoid receptor antagonism blocks RST-induced elevations in reticulocytes

 RST drove increased numbers of circulating reticulocytes, which was rescued by the glucocorticoid receptor antagonist RU486 (Figure **5**).

**Figure 5:**
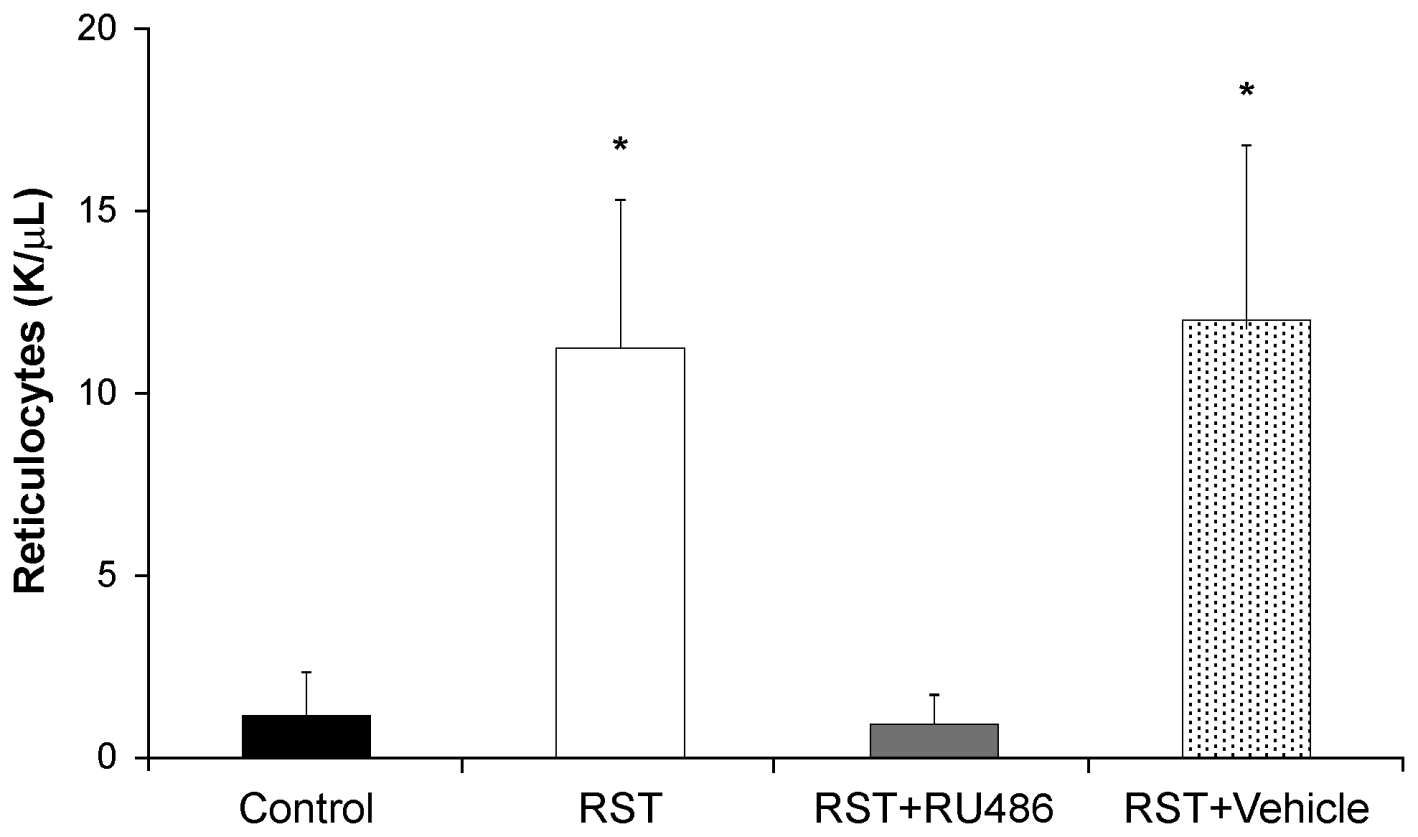
Glucocorticoid receptor antagonism rescues stress-induced elevations in reticulocytes. Wildtype female C57Bl/6 mice were left unstressed (Control), subjected to 6 hrs of restrain stress (RST), subjected to RST and treated daily with 0.4 mg/day RU486 in 50 µL of 50% ethanol/50% PBS (RST + RU486), or subjected to RST and treated daily with 50 µL of 50% ethanol/50% PBS (RST + Vehicle). RU486 and vehicle treatments were given by subcutaneous injection at 0900h immediately before RST exposure. After 21 days, whole blood was collected by atrial puncture and circulating reticulocytes were quantified using an automated hematological cytometer. Reticulocytes from mice subjected to RST and RST mice treated with vehicle were significantly elevated compared to control mice and RST mice treated with RU486. Data were collected without repeated sampling of individuals. For each data point n = 5-8 individuals. Data shown is mean +SEM. *, p < .05 by ANOVA.

### RST does not increase erythropoietin levels

Because of the important role of erythropoietin in erythroid expansion, circulating erythropoietin levels were examined at Day 21. Erythropoietin levels remained within normal physiological ranges [33,34] under all conditions examined (Figure **6**).

**Figure 6:**
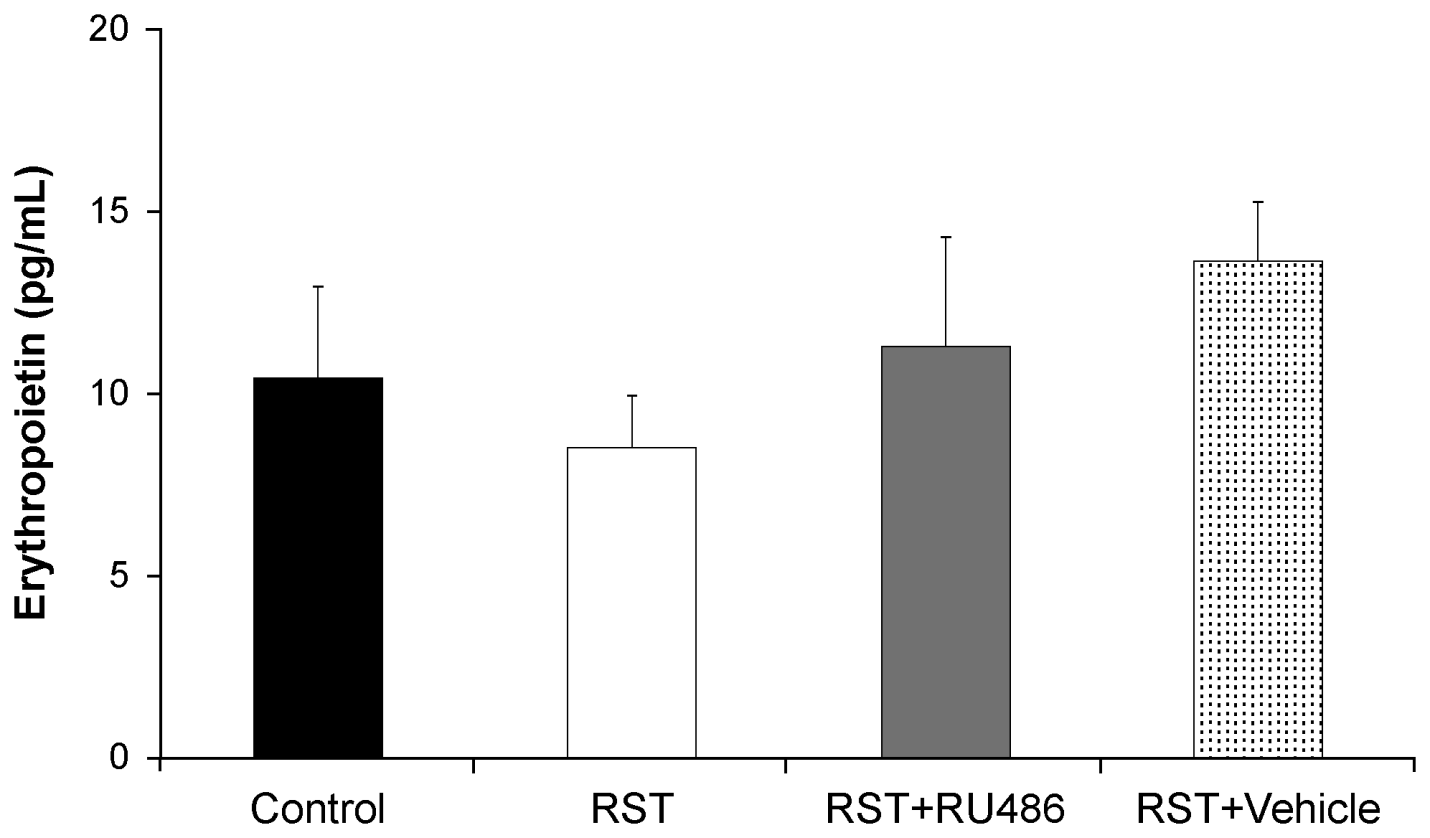
RST does not affect erythropoietin levels. Wildtype female C57Bl/6 mice were left unstressed (Control), subjected to 6 hrs of restrain stress (RST), subjected to RST and treated daily with 0.4 mg/day RU486 in 50 µL of 50% ethanol/50% PBS (RST + RU486), or subjected to RST and treated daily with 50 µL of 50% ethanol/50% PBS (RST + Vehicle). RU486 and vehicle treatments were given by subcutaneous injection at 0900h immediately before RST exposure. After 21 days, whole blood was collected by atrial puncture and serum levels of erythropoietin were quantified by ELISA. There was no statistical difference between mouse groups. For each data point, n = 5. Data shown is mean +SEM by ANOVA.

### RST increases erythrocyte progenitor populations

To determine the cause of increased erythroid expansion in response to RST, erythroid progenitor cells were quantified in bone marrow. Increased proportions of megakaryocyte-erythroid progenitor (MEP) cells were found at day 21 in mice exposed to RST and this effect was blocked by treatment with RU486 (Figure **7**).

**Figure 7:**
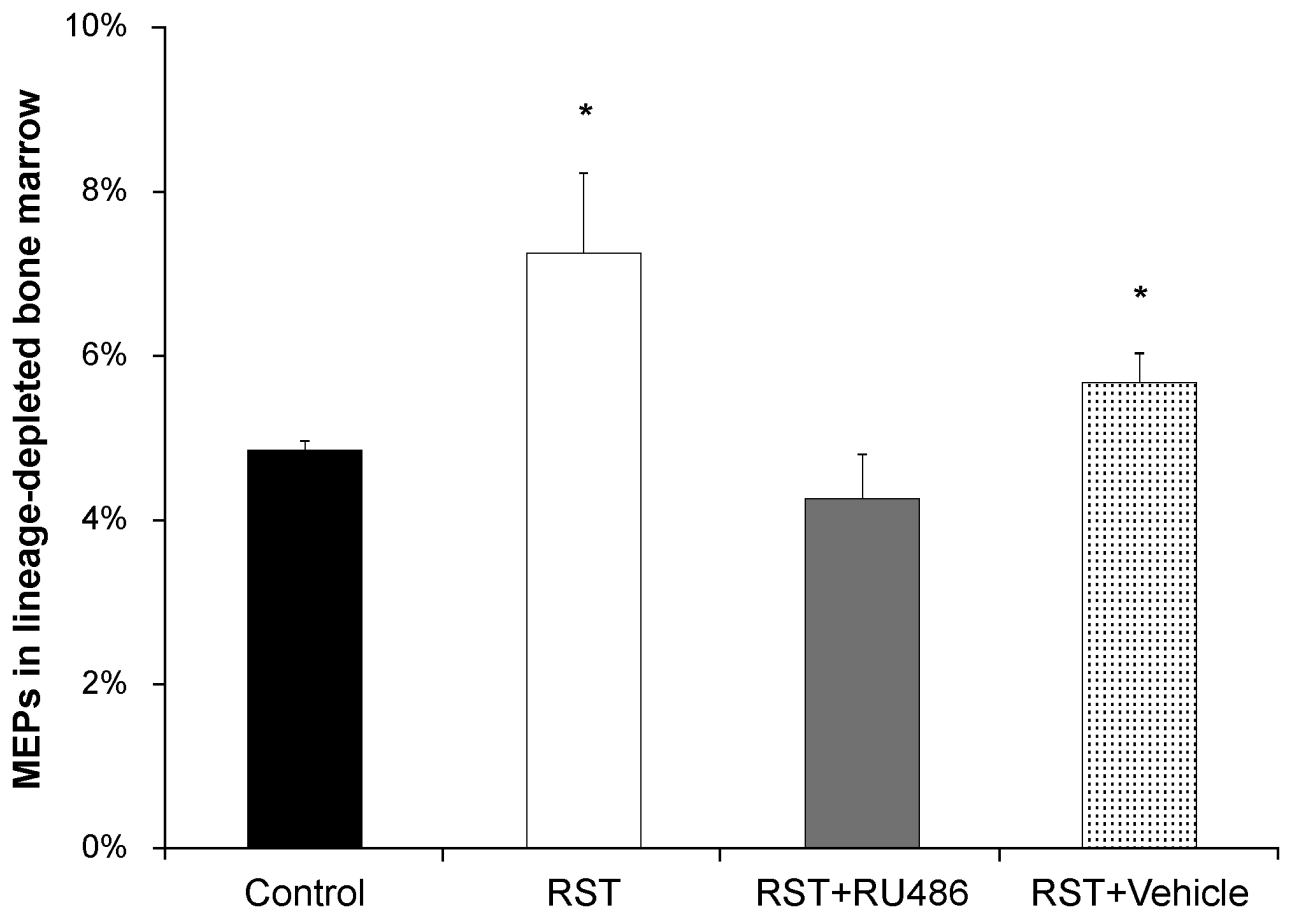
RST increases erythroid precursors in bone marrow, rescued by glucocorticoid receptor antagonism. Wildtype female C57Bl/6 mice were left unstressed (Control), subjected to 6 hrs of restrain stress (RST), subjected to RST and treated daily with 0.4 mg/day RU486 in 50 µL of 50% ethanol/50% PBS (RST + RU486), or subjected to RST and treated daily with 50 µL of 50% ethanol/50% PBS (RST + Vehicle). RU486 and vehicle treatments were given by subcutaneous injection at 0900h immediately before RST exposure. After 21 days and immediately following sacrifice, bone marrow was collected from femurs and immunostained with antibodies describing megakaryocyte-erythroid progenitor (MEP) cells (lin, CD34, CD16/32, Sca-1, and c-kit). The percent lin-/CD34-/CD16/32low/Sca-1-/c-kit+ MEP subpopulation relative to total cells were determined by flow cytometry. Mice subjected to RST had a significantly higher percentage of MEPs than unstressed control mice while RU486 suppressed elevation of MEPs in RST mice. For each data point, n = 5. Data shown is mean +SEM. *, p < 0.05 by ANOVA.

### Progenitor differentiation favors erythrocyte formation in RST

To examine the role of glucocorticoids in regulating RST-driven erythropoiesis, expression levels of transcription factors involved in erythroid regulation of MEP cell fate were examined [17]. While many factors were evaluated, in agreement with microarray results only KLF1 was significantly elevated in response to RST (Figure **8**). Further, this increased KLF1 expression in response to RST was rescued by RU486 treatment. 

**Figure 8:**
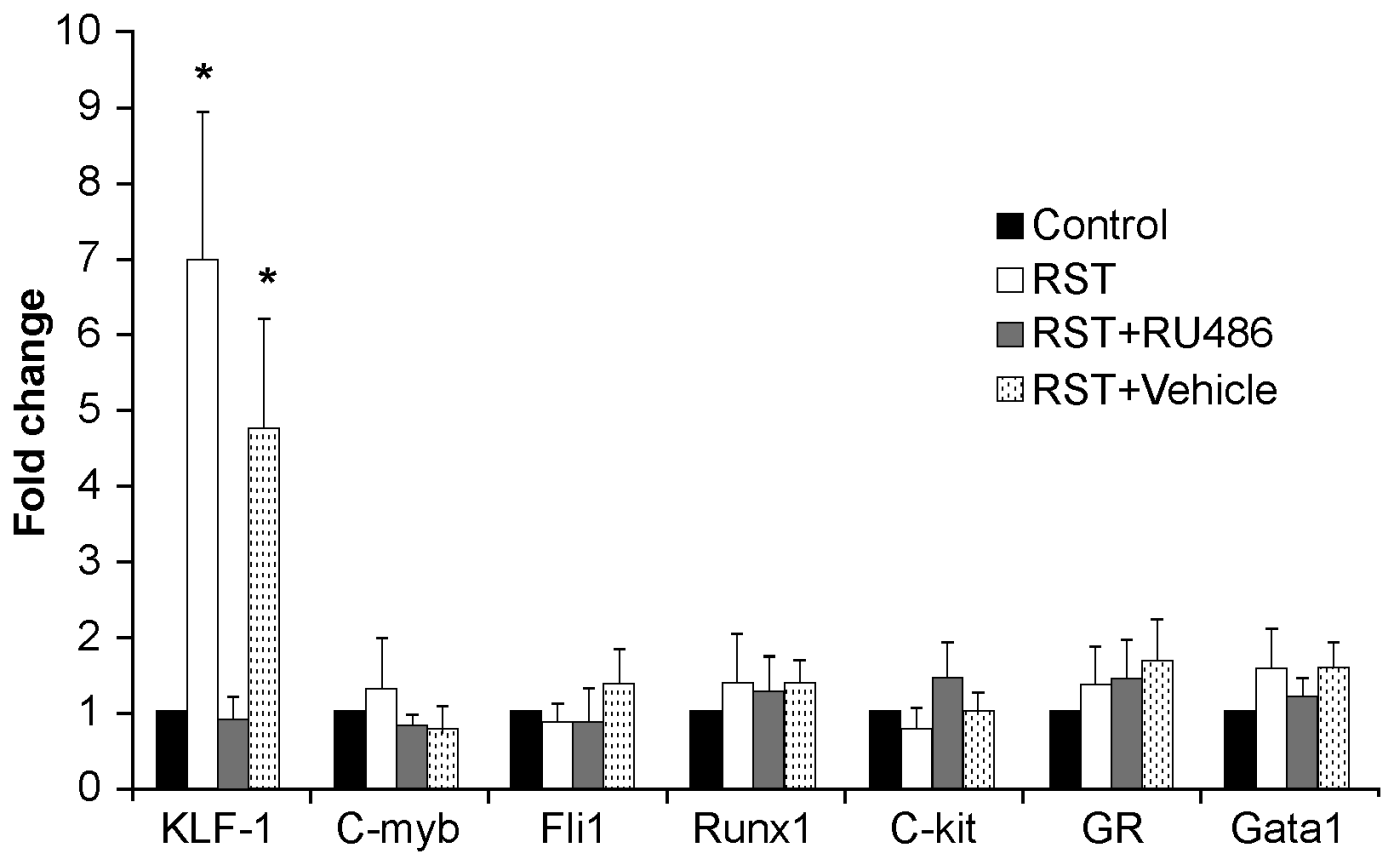
RST increases expression of *KLF1* in MEP cells, rescued by glucocorticoid receptor antagonism. Wildtype female C57Bl/6 mice were left unstressed (Control), subjected to 6 hrs of restrain stress (RST), subjected to RST and treated daily with 0.4 mg/day RU486 in 50 µL of 50% ethanol/50% PBS (RST + RU486), or subjected to RST and treated daily with 50 µL of 50% ethanol/50% PBS (RST + Vehicle). RU486 and vehicle treatments were given by subcutaneous injection at 0900h immediately before RST exposure. After 21 days and immediately following sacrifice, bone marrow was collected from femurs and immunostained with antibodies for lin, CD34, CD16/32, Sca-1, and c-kit. The lin-/CD34-/CD16/32low/Sca-1-/c-kit+ MEP subpopulation were collected by flow-assisted cell sorting. Cells were subjected to Trizol, RNA isolated and cDNA synthesized. Expression of the erythropoietic transcription factors (*KLF-1*, *c-myb*, *Fli1*, *Runx1*, *c-kit*, *Gata1*) and glucocorticoid receptor (GR) were examined by Real-time PCR. mRNA expression for all four mouse groups is expressed as fold change relative to the control group. Of all genes investigated, only *KLF-1* was significantly increased by RST. RU486 treatment abrogated RST-induced *KLF-1* levels similar to unstressed control mice. For each data point, n = 7-13. Data shown is mean +SEM. *, p < 0.05 by ANOVA for each mRNA in all four mouse groups.

## Discussion

### Restraint stress elevates erythrocyte expression

Rodent restraint stress is regularly used in eliciting behavioral and biological symptoms associated with depressive disorders [35-38]. Clinical work reports finding reticulocytosis in individuals with major depression [39,40] and rodent studies describe increased reticulocyte counts in submissive mice exposed to social dominance [41]. Our laboratory reported on *in vivo* physiological and psychological responses to prolonged periods of chronic restraint stress [32]. Here mice exposed to an extended RST protocol demonstrate similar biological hallmarks of chronic restraint stress, namely, decreased body weight, spleen and thymus mass in conjunction with elevated circulating corticosterone and adrenal mass. These results align with findings in depressive stress models and distinguish from rodent models of acute stress [42,43] or anxiety [27,44]. To characterize the biological impact of extended psychological stress on genetic networks, genome-wide microarray analysis was performed on mice following seven days of RST. Importantly, work examining RNA expression profiles in breast cancer survivors suffering from chronic fatigue reveals elevated expression of genes linked to reticulocyte expression and hemoglobin synthesis [45]. Here, RNA expression analysis suggested disruption of hematological development in response to RST and biological pathway mapping predicted that many of these hematological changes are affected through the glucocorticoid receptor through the erythroid transcription factor KLF1.

With these findings in mind, mice were subjected to RST for up to 28 days and followed for up to 14 days following stress cessation. Coherent with microarray predictions, complete blood counts revealed increased numbers of circulating reticulocytes throughout the stress period which then returned to control levels following stress cessation. In considering the genesis of the observed increase in reticulocytes, we examined the formation of early terminally differentiated erythrocytes in primary and secondary hematopoietic tissues. During normal hematopoiesis long-bone marrow is the primary source of erythrocytes [28], however, in response to hypoxic, hemolytic, or chemical stress, extramedullary tissues such as spleen and liver serve as secondary sources of erythropoiesis [3,4]. In response to RST, mice experienced dramatic increases in the presence of the earliest terminally differentiated erythrocytes [29-31] in both primary and secondary hematopoietic tissues, demonstrating the ability of prolonged exposure to psychological stress to elicit increases in circulating reticulocytes as well as increased erythropoiesis in both primary and secondary hematopoietic organs.

### Restraint stress upregulates erythropoiesis through glucocorticoid elevations

Glucocorticoids play an integral role in the expansion and differentiation of erythroid progenitor cells. Despite this, little work has been undertaken to examine the effects of glucocorticoid elevations on erythropoiesis. While many studies have reported hematopoietic and even myeloid responses to psychological stressors [18-24], very little work has been done to describe erythroid changes in response to chronic psychological stress. Previous work in our laboratory has demonstrated that prolonged RST elicits elevated stress responses for up to 28 days [32] and chief among these is a sustained elevation in circulating corticosterone. To investigate the effects of corticosterone elevations on erythropoiesis, RST mice were treated with the glucocorticoid receptor (GR) antagonist RU486. All mice exposed to restraint stress demonstrated physiological and chemical markers of sustained stress responses following 21 days of RST. RU486-treated mice showed elevated stress responses similar to RST mice, indicating that GR antagonism did not diminish primary psychological or biological responses to RST-exposure. However, consistent with the hypothesis of glucocorticoid-driven elevations in erythropoiesis, GR antagonism provided a protective effect with regard to stress-induced elevations in circulating reticulocytes.

While Epo exerts tremendous influence on erythropoiesis, no elevations in circulating Epo levels were observed in response to RST or RU486 treatment and Epo levels for all conditions examined were found to be within the normal reported range [33,34]. Interestingly, while pharmacologic doses of cortisol have shown the inconsistent ability to elevate Epo in humans [46], psychological stress has been shown to be ineffective in influencing circulating Epo in rodents both here and elsewhere [47,48]. Instead, the ability of GR antagonism to rescue the stress-induced erythroid effects underscores the role of glucocorticoids in psychological stress-induced erythropoiesis.

### RST-induced erythropoiesis results from glucocorticoid-driven increases in erythroid progenitor populations

Glucocorticoids play an essential role in erythropoiesis both during fetal development and in homeostatic erythropoiesis [3,5-8] and insufficient cortisol production resulting from adrenal insufficiency associated with Addison’s disease causes anemia in humans [49]. Glucocorticoids enhance the formation of murine erythroid colonies [9] and increase erythroid proliferation under conditions of limiting Epo [10,11]. In fact, glucocorticoid stimulation induces long-term proliferation of erythroid precursors, capable of generating greater than 10-fold increases in pools of rapidly expanding erythroid progenitors [12,13]. Expression of KLF1 is restricted to erythroid cells and their precursors (megakaryocyte-erythroid progenitors, MEPs) and is essential in determining the erythroid- or megakaryocytic-fate of these bi-potent progenitors [16,17]. Activated GR acts with the transcription factor KLF1 to govern key transcriptional events that promote pro-erythroid transcription and ultimately guide MEP differentiation toward erythroid lineage [14-16,50]. Together, these findings suggest that sustained elevations in glucocorticoid levels evoked by extended periods of psychological stress might exert a positive influence on erythropoiesis. Accordingly, this work showed that (i) RST increased populations of erythroid precursors in the bone marrow and (ii) this effect was blocked by treatment with the GR antagonist, indicating that (iii) increased numbers of erythroid progenitors were produced in response to elevations in glucocorticoid levels evoked by prolonged RST. Previous work has demonstrated the direct effect of glucocorticoids on expansion of erythroid progenitors *in vitro* [12,13] though *in vivo* experiments have yielded varying results [51,52]. To our knowledge this is the first evidence of elevation in the erythroid progenitor populations in response to psychological stress.

Analysis of key transcriptions factors directing MEP development and differentiation corroborated microarray results, indicating increased expression of the pro-erythroid transcription factor KLF1 in response to RST, an effect which was blocked by GR-antagonism. While decisions affecting self-renewal and differentiation are guided by many key cellular interactions, the role of KLF1 in determining the fate of MEPs is essential and definitive [53-55]. The ability to block these responses through treatment with a GR antagonist indicates the observed effects are produced in response to RST-induced increases in glucocorticoid levels. Glucocorticoid-dependent upregulation of KLF1, increased MEP populations, increased terminal erythroid formation in hematopoietic organs, and increases in circulating reticulocytes observed here are coherent with initial predictions based on microarray analysis. In addition to introducing the topic for future studies on additional downstream erythropoietic responses, these findings broaden the application of predictive genomics and increase our understanding of the physiological consequences of chronic psychological stress.

## Supporting Information

Figure S1 **Flow cytometry parameters used for identification of CD71^+^/Ter119^+^ erythrocytes.**
(TIF) Click here for additional data file.

Figure S2 **Primers used for RT-PCR.**
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

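The data are whole-blood expression arrays of 8 female mice on Day 7, 4 subjected to restraint stress (RST) for 6 h per day and 4 controls, 1 Affymetrix GeneChip of the mouse genome per mouse. The authors deposited log2 expression values per probe set, after background correction, normalization between arrays and summarization. The submitters' processing notes name Affymetrix Expression Console 1.2.0.20, RMA and Partek, and the methods name GSRMA in Partek Genomic Suite. The scanner values and presence calls were not used here. The quantiles of the deposited columns differ between arrays, so the columns are not exactly quantile-equalized. The other experiments of the paper (reticulocyte counts, flow cytometry, corticosterone, erythropoietin and RT-PCR) were not analysed here.

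From the deposited log2 values, probe sets above the median of their array in at least 2 of 4 arrays of a group were kept (25084 probe sets), and 64 control probe sets were left out. RST and control were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment), and a probe set was called changed at an adjusted p under 0.05 and a fold change above 1.5. Gene names come from the platform annotation, updated through the Entrez identifier with the GRCm38.p6 gene table for 34754 probe sets. One gene was named for 34958 probe sets, several for 932, which were not named, and 9211 were not listed. A gene was represented by its brightest probe set past the filter. Lists of genes were written before the data were examined, and 581 of their 667 genes had a probe set with one gene name. Of 32 lists, 30 were tested with camera (preset correlation 0.01, adjusted over the lists), with an estimated correlation and fry beside it. The list of primary granule and promyelocyte genes had fewer than 3 measured genes, and the network genes of Figure 1 were read from a picture, so neither was tested as a set. Besides the lists at the claims, lists were tested for inflammatory and NF-kB genes, RT-PCR genes of Figure 8, proliferation, circadian clock, mitochondrial respiratory chain, heat shock, immediate early, hypoxia-inducible, cardiac muscle, hepatocyte and housekeeping genes.

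Named are every gene the paper names that the arrays measure, and the genes with the largest changes past the adjusted threshold (none passed with the default prior). Since none passed, the 2 members with the smallest p are named for each list at the claims. The same was done for the proliferation and respiratory chain lists. Genes below the filter were taken from a fit of all probe sets. Any other gene was chosen after its values were seen, which holds for Slc7a5, Mthfd2, Ifi27l2a, Ccl3, Bcl11a, Ldb1 and the amino acid response genes. Single values were compared by exact permutation of 4 against 4 mice, whose smallest two-sided p is 0.029. A list score is the mean over a list's genes of the log2 value minus the gene's mean, minus the median gene of the array. The fit was tested on simulated data with the means and spread of these arrays, drawn independently for each probe set, and 50 changed genes at each fold: limma recovered 0% at 1.5-fold, 6.0% at 2-fold, 36.0% at 3-fold and 54.0% at 4-fold, with 3 false calls among 25084 probe sets. Alternatives changed the filter, the normalization, a floor at the 25th percentile, array weights, the prior, the test, a replicate block and each array in turn. Slide and scan date are not given in the table used, so no block on them was run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.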

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

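The counts over splits of the mice, the comparison of reticulocyte with neutrophil scores, the percentile of Klf1, the share of probe sets lowest in RST mouse 4 and the correlations of the first component were tests chosen only after the result was seen. Of 148 groups of 4 mice checked (each named gene, list score and array measure in each group), 11 held a mouse far from the other 3, where chance gives about 5% of groups, or 7.4. Among RST mice these were RST mouse 1 in Smarce1 (7.37) and Rps18 (10.88), RST mouse 2 in Mt2 (5.26), the T cell list score (−0.036) and the hybridization controls (12.35), RST mouse 3 in Hbb-b2 (11.72), and RST mouse 4 in Mmrn1 (8.62) and the ribosomal list score (0.26). Among control mice they were control mouse 1 in Esr1 (2.44) and Kit (2.27) and control mouse 4 in Hba-a2 (11.29). The paper does not discuss platelet genes, whose list lay 0.43 log2 units above the median gene in RST mice.

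The first pattern is the higher erythroid and lower lymphocyte lists in RST mice. The 14 lists past the adjusted threshold were reached by 1 of 35 splits, the real one, and the highest other split gave 12. For this count, chosen after the result was seen, chance can be excluded only at the smallest share that 35 splits allow (2.86%). Splits with 2 control and 2 RST mice in each group gave 0 to 9 lists. The preset correlation (0.01) thus also called lists where restraint was balanced. The estimated correlation was 0.60 in the reticulocyte list and 0.59 in the B cell list. No list passed with an estimated correlation. The hybridization control level as the whole cause is argued against by the reticulocyte score, whose difference of 0.88 was 0.65 (standard error 0.14) with that level as a covariate. The covariate does not capture the low signal of RST mouse 4 (hybridization controls 12.71, 75th percentile 4.50). Without this mouse the reticulocyte list lay at 0.86 and the B cell list at −0.87, against 0.94 and −0.82 with all mice. These shifts thus did not rest on RST mouse 4. Fewer lymphocytes alone would raise reticulocyte and neutrophil genes alike. Their scores moved apart by 1.08 (spread 0.70), but the exact permutation p was 0.086. With the hybridization controls as a covariate the neutrophil list was higher as well (0.34, adjusted p = 0.041 from camera). Monocyte genes and eosinophil and basophil genes would rise too, but lay at −0.20 (adjusted p = 0.13) and −0.33 (0.029). With the covariate they lay at −0.082 (0.64) and −0.30 (0.018). The monocyte list did not pass, and the eosinophil and basophil call was lost in several settings. The platelet list (0.43) went the other way, so fewer lymphocytes alone stays open. More reticulocytes after restraint, which the design allows, stays open as well and was not tested on these arrays. The paper's blood counts, not analysed here, found more circulating reticulocytes during the restraint period. It reports that RU486 blocked this rise.

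The second pattern is the low Klf1 level of RST mouse 4. The percentile of Klf1 within the array was 56.5 in RST mouse 4, a difference of −6.19 from the mean of the controls, against a mean of 80.0 (SD 7.65) in the other 3 RST mice. Probe sets within 5 percentile points of Klf1 in those 3 mice differed by a median of −0.59 (SD 8.60) in RST mouse 4, and 1.92% of them by as much as Klf1, but RST mouse 4 was the lowest of the 8 mice in 41.5% of the tested probe sets, where an even share is 12.5%, so a low signal of the whole array stays open. A control mouse labeled as RST is argued against by the reticulocyte score of RST mouse 4, 0.56, the highest of all 8 mice and 0.67 above the highest control (SD of the controls 0.38). Its B cell score (−0.32) was below the lowest control (−0.016), and its membrane score (0.17) above the highest (−0.17). Its erythroid regulator score (−0.19) and Gata1 level (6.53) lay within the control range. The scores are relative to the median gene of the array, so its low signal limits this test. A difference between mice in the timing of the response remains a possible explanation and was not tested.

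The third pattern is that neither the first principal component nor the number of probe sets follows the groups. At an adjusted p, 0 probe sets were called in the real split and in all 35 splits, and since any split reaches a count of 0, this says nothing about chance. At an unadjusted p, 5 of 35 splits reached the 3337 of the real split, and the highest other gave 6669. That split groups control mice 1, 2 and 4 with RST mouse 2, and the other 3 also keep control mice 1 and 2 with RST mouse 2, which points to a structure of the samples. The first component correlated with the hybridization control level (Pearson r = 0.89, exact permutation p = 0.0019, adjusted 0.0038 over 2 relations; Spearman rho = 0.79, exact permutation p = 0.028, adjusted 0.056), but without the 2 mice farthest from the median r was 0.74 (exact permutation p = 0.16). The correlation with the 3' minus 5' difference of the Gapdh control, a measure of RNA integrity, was 0.25 (exact permutation p = 0.57; Spearman rho = 0.17, exact permutation p = 0.70), and without the 2 mice farthest from the median 0.066. The first relation passed over all 8 mice but not over 6, so the signal level stays open. The relation with the Gapdh difference did not pass, which with 8 mice cannot exclude RNA integrity. The methods set a minimum RNA integrity score for the samples, and the scores of single mice were not used here. RNA integrity stays open as well.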

How the results depend on the processing

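The hybridization-control settings and the clustering on selected probe sets were chosen after seeing the data, as was applying all settings to the unadjusted count and the network tally. With adjusted p, 0 probe sets were called in every setting run except the trended and robust prior (35) and the unadjusted thresholds. At an unadjusted p the count was 3337 in limma and 2264 in the test of the methods, 5058 after scaling to the control probe sets, 5539 with array weights, 2091 with the hybridization controls as a covariate and 856 without control mice 1 and 2, and leaving out single arrays gave 1731 to 4933. The Klf1 log2 fold change stayed above 0 and short of the adjusted threshold in all settings, from 0.41 to 1.39 on leaving out single arrays and 1.06 with the covariate. The number of lists past the threshold was 14, between 10 and 18 in settings with the preset correlation, 0 with an estimated correlation, and 0 with fry in one direction (7 in either direction), which compares a list with no other genes. With control mice 1 and 2 left out, 11 lists passed; globin, proteasome and ribosomal lists did not, and with the covariate globin (adjusted p = 0.37) and proteasome (0.11) lists did not. The globin call was also lost after quantile normalization (0.069), control probe scaling (0.076) and the replicate block (0.057). The globin shift was 0.48, 0.49 and 0.49 in these settings, against 0.49 in the main fit, so mainly the p moved. The eosinophil call was lost with the stricter filter (0.55), array weights (0.092) and the replicate block (0.051). The eosinophil shift there was −0.22, −0.30 and −0.33, against −0.33 in the main fit. The silhouette was 0.37 on probe sets selected at an unadjusted p, 0.64 on the 35 called with the trended and robust prior, and 0.028 to 0.10 on leaving out single arrays. The cause of these changes was not tested.

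Replicate numbers do not pair the mice: deviations of same-numbered mice correlated at −0.24, 0.42, 0.05 and 0.20, and only number 2 correlated best with its own number. With the replicate block 0 probe sets passed, 4234 did at an unadjusted p and 12 lists passed, and the test of the methods has no list form. A block on slide or scan date was not run, since the table used gives neither.

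None of the values that turned sign was past the threshold in the setting where it turned. The neutrophil list gave −0.061 with the mean of probe sets, −0.20 with no filter, −0.043 after quantile normalization, −7.1e-05 with the floor and −0.31 to 0.38 on leaving out single arrays. The glucocorticoid receptor targets gave −0.12 with no filter, −0.029 after quantile normalization, −0.014 with array weights and −0.022 to 0.16 on leaving out single arrays. Quantile normalization gave Smarce1 0.086, Kat2b 0.12, Cga −0.062 and Fli1 0.068. Control probe scaling, which lowers all genes alike, gave Smad6 −0.13, Csf2 −0.12, Cga −0.22, Tfrc −0.23 and Hbb-b2 −0.015. The floor gave Kit 0.054, and array weights gave Cga −0.041. The covariate gave Smarca4 0.029, Smarcd1 0.091, Smarce1 0.12, Fli1 0.14, Tfrc −0.19 and SWI/SNF 0.12. Without control mice 1 and 2 these values were 0.063, 0.16, 0.17, 0.16, −0.35 and 0.066 in the same order, and Cga was at −0.060. On leaving out single arrays Cga ran from −0.081 to 0.12, Fli1 from −0.35 to 0.019, Kat2b from −0.49 to 0.16, Smarcd1 from −0.29 to 0.029, Smarce1 from −0.19 to 0.068 and Tfrc from −0.25 to 0.22. The cause was not tested. Signal near background limits Kit, Cga, Smad6, Csf2, Il6 and Cd34.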

Differences from the paper's values

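The paper gives 2642 genes past its thresholds of significance and fold change. Its methods name a false discovery rate correction, and their wording leaves open whether the threshold was set on corrected values. In limma 0 probe sets passed an adjusted p under 0.05 and a fold change above 1.5 here. Of the alternatives set before the data were examined, the unadjusted p of limma (3337) and the unadjusted test of the methods (2264) came within 1.5 times of the paper's value, although these count probe sets. Counted as distinct genes, a count chosen after seeing the values, the unadjusted p of limma gave 2411, without KLF1. The adjusted test of the methods, distinct genes, no fold limit, no filter, the stricter filter, each normalization, the floor, array weights, the replicate block and leaving out each array gave 0, and the trended and robust prior gave 35.

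For KLF1 the paper gives 2.53-fold, against 1.80-fold found here. Both values come from arrays of the same mice, so the spread between mice does not account for the difference. With all mice kept, control probe scaling gave 1.53-fold, quantile normalization 1.95-fold and array weights 1.99-fold. Leaving out RST mouse 4 gave 2.62-fold. The cause of the difference from the paper's value was not tested. The paper reports KLF1 as higher in RST mice, and no setting run here called it at an adjusted p under 0.05 (adjusted p = 0.24 to 0.98 over the limma settings), nor did the unadjusted test of the methods. Figure 1A shows RST and control mice in separate clusters. Over all tested probe sets RST mouse 4 stood apart from the other 7 mice, and over the 3337 probe sets at an unadjusted p, or the 35 called with the trended and robust prior, the groups were separate. In the network of Figure 1 the tally of colors and signs was 14 of 15. The exception is Crebbp, drawn as lower, whose brightest probe set had a log2 fold change of 0.27, while 2 of its 4 probe sets were lower.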

Other observations

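The amino acid response was tested only after its largest members were seen. In the neutrophil list, Ngp had a log2 fold change of −2.98 (standard error 1.01) and Ltf, lactoferrin, one of −1.79 (standard error 0.61), with an adjusted p of 0.32 for both from limma, while 9 of 18 neutrophil genes had a higher mean in RST mice. Ccna2, a cyclin of dividing cells, was at 1.12 (standard error 0.31, adjusted p = 0.32) and Nusap1, a spindle protein, at 0.69 (standard error 0.27, adjusted p = 0.33), and the list of 30 proliferation genes did not pass (adjusted p = 0.52 from camera). Cyc1 and Ndufb5, of the mitochondrial respiratory chain, were at −1.23 and −1.17, and that list had an adjusted p of 0.29, which was 0.0083 with no filter.

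The paper measured Myb, Fli1, Runx1 and Kit by RT-PCR in MEP cells of the bone marrow, at a later day. In the blood arrays of Day 7, Myb was at 6.28 ± 0.25 in RST and 7.46 ± 0.38 in control mice (SD, n = 4), a log2 fold change of −1.18 (standard error 0.28, adjusted p = 0.32 from limma; exact permutation test, two-sided, p = 0.029), and all 3 of its probe sets were lower. Fli1 (−0.16), Runx1 (−0.42, or −0.24 without RST mouse 4) and Kit (−0.32, below the intensity filter) had an adjusted p between 0.53 and 0.83, and the list of the genes of Figure 8 had one of 0.97. Tfrc, which encodes CD71, was at 0.011, or −0.23 with the common offset of the control probe scaling. Cd34, below the filter, was at 0.26, or 0.11 without RST mouse 3. Of the remaining lists, inflammatory (adjusted p = 0.76), circadian clock (0.52), heat shock (0.52), immediate early (0.70), hypoxia-inducible (0.52), cardiac muscle (0.47), hepatocyte (0.068) and housekeeping (0.37) genes did not pass either. The hepatocyte list lay at 0.40 relative to the median gene, close to the platelet list at 0.43. The hepatocyte list passed without control mouse 4 (0.024) or RST mouse 3 (0.049), the cardiac list without control mouse 2 (0.021) and the housekeeping list with no filter (0.048).

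A hypothesis from the largest differences was that genes of the amino acid response (ATF4 targets) rise together in RST mice, because Asns (2.06), Mthfd2, Slc7a5, Slc3a2 (1.32) and Pck2 (1.26) were higher. It was tested on 34 other genes of this response, listed before their values were seen. Their median lay at −0.0024 relative to the median gene, and 17 of the 34 lay above that gene. In RST mice 12 had a higher and 22 a lower mean. All 35 splits of the mice gave a shift as large in size, up to 0.17. The test argues against a joint rise. Nars (0.92) and Slc6a9 (1.23) were the higher members with the largest values, chosen after these were seen, with an adjusted p of 0.32 for both.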
